A study of Rattus norvegicus with 14 samples.

How the data were processed

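The choroid plexus of the lateral ventricles was dissected from perfused rats and stored frozen, and RNA was extracted with a phenol and silica column kit, per the labels' protocols. Libraries were made with QuantSeq, which sequences a fragment near the 3′ end of each polyadenylated transcript, per the labels' protocols. A gene is thus counted about once per transcript whatever its length, and a transcript end that the annotation lacks is missed. The deposited files hold raw read counts per gene, 1 library per file, and their last 5 rows are the tallies that htseq-count writes, per the file contents. The aligner, the genome build and the annotation are not given in the sources used here, nor is any use of molecular identifiers, so amplified copies of a molecule may be counted more than once. The series' design text describes a single-cell experiment in mice, while the sample labels describe rat tissue; the sample labels were used.

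Of all reads tallied, 32.3% to 56.3% were assigned to a gene. Reads aligned to several places made up 27.3% to 46.7%, reads outside any feature 13.7% to 20.0% and ambiguous reads 0.964% to 1.77%. These rows stayed out of library sizes and tests. Reads of near-identical genes fall among those aligned to several places and are lost from the counts. File rows were matched to gene names with an NCBI RefSeq gene table of the assembly GRCr8, used for names alone, and no coordinates are given.

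Libraries were grouped by the age in their labels. Counts were filtered with filterByExpr by age, leaving 14541 genes for the 14 libraries and 13843 for the 12 of P1 to P10, and scaled by TMM factors, which ranged from 0.883 to 1.16. Differences were tested with edgeR (version 4.0.16, R 4.3.3) by glmQLFit with robust estimation and glmQLFTest, in a single fit of all 14 libraries for pairs of ages and for any difference among the 5 ages. Separate fits of the 12 early libraries tested any difference among 4 ages and the slope on age in days. The common biological coefficient of variation was 0.256. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. All p-values are two-sided or from F tests. Standard errors were taken as the log2 fold change over the square root of F. Gene lists (24 lists, 562 entries, 557 with a row in the files) were tested with camera at a correlation of 0.01, with fry and camera with an estimated correlation as alternatives (limma 3.58.1). CPM values are TMM-scaled, except those of the sex-linked genes in the plot per library, which are relative to all assigned counts. The principal components used log2 CPM of the 500 most variable genes.

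Genes were named by a rule set before the data were examined. For P10 against P1 and P60 against P10 these were the 3 largest rises and falls, and for the other pairs the 2 largest, among genes called with a mean of at least 10 CPM in the higher age, no overlap of libraries and a symbol that is not a placeholder. For the slope these were the 2 largest of each sign without the overlap condition. A fixed set of marker genes was added whatever its values, and the called member of each list with the largest change. Results of 3 genes that this rule names are not reported here.

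The tests were tried on simulated data with the means, library sizes and dispersions of these genes and 200 changed genes. For P10 against P1, 2.99% of 1.5-fold, 23.9% of 2-fold and 81.8% of 4-fold changes were recovered among 14205 genes, and 1.37% of the calls were false. For P60 against P10 the shares were 0%, 13.4% and 59.1% among 14227 genes, with 11.1% of calls false. For any difference among the 5 ages 11.6% of calls (11 of 95) were false, above the nominal 5%. In that simulation the changed genes all rose at P7 alone, a setting unlike these data. Each test was tried on a single simulated data set, so these shares are rough and are not measured error rates of the tests.

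The alternatives were DESeq2's size factors, no filter, a filter of 5 CPM in 3 libraries, DESeq2 (version 1.42.0), a term for the replicate number, thinning all libraries to the smallest total, each library left out in turn, only the ages compared, and log2 of age for the slope. A term for Y-linked reads and a term for the main axis of variation within ages were added after the data were seen, as were other settings of the principal components. The axis was found from deviations within ages, but the term was each library's score on it without removal of age means. Over expressed genes the scaled score was -1.52, -1.20 and -0.20 in the P1 libraries and 0.09, 0.28 and 1.30 in the P10 libraries. A fit with this term can thus remove part of the age difference itself.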

Results

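Gene expression was measured in 14 libraries of choroid plexus from the lateral ventricles of Wistar Han rats, an outbred laboratory strain. The choroid plexus is the vascular, epithelium-covered tissue of the brain ventricles that secretes cerebrospinal fluid. The libraries came from postnatal day 1 (P1), P4, P7 and P10 with 3 libraries each, and from P60 with 2. Each file held whole-number read counts for 31038 gene symbols. Counts assigned to genes ranged from 7269719 to 13774152 per library, and 17042 to 19009 genes had at least 1 count. The chi-square statistic per degree of freedom between libraries of one age was 12.6 or more in every pair, so no pair looked like 1 set of counts deposited again. The labels give the libraries as separate replicates, and they were used as such; this comparison does not tell separate animals from repeat preparations of one RNA.

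The share of reads that aligned to several places was 46.2% ± 0.462 (SD, n = 3) at P1 and 35.2% ± 1.24 (SD, n = 3) at P4. It was 33.9% ± 5.76 (SD, n = 3) at P7, 32.5% ± 4.93 (SD, n = 3) at P10 and 33.3% ± 2.43 (SD, n = 2) at P60. All 3 P1 libraries lay above every other library in this share.

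The extraction protocol given with the samples describes the animals as male, while the library titles give no sex. The sex-linked genes were examined in each library first. Xist, listed in the files under its gene number as LOC100911498, is transcribed from the inactive X chromosome. It had 743 to 1820 counts in 6 libraries and 22 to 50 counts in the other 8. The Y-linked genes Kdm5d and Eif2s3y together had 0 to 3 counts in those 6 libraries and 290 to 611 counts in the other 8. The 6 libraries without Y-linked reads were all 3 of P1, P4 replicates 2 and 3, and P10 replicate 3. All libraries of P7 and P60 had Y-linked reads. Kdm5d was at 0 counts in the P1 libraries and at 25.8 CPM ± 6.43 (SD, n = 2) at P60, at least 67.1-fold higher than a floor of 3 counts per library, so this difference followed the sex-linked reads. Libraries with and without Y-linked reads were unequally spread over the ages. Those without were 3 of 3 at P1, 2 of 3 at P4, 0 of 3 at P7, 1 of 3 at P10 and 0 of 2 at P60. Every comparison of ages tested here is affected by this, not only those with P1.

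**Figure D1:**
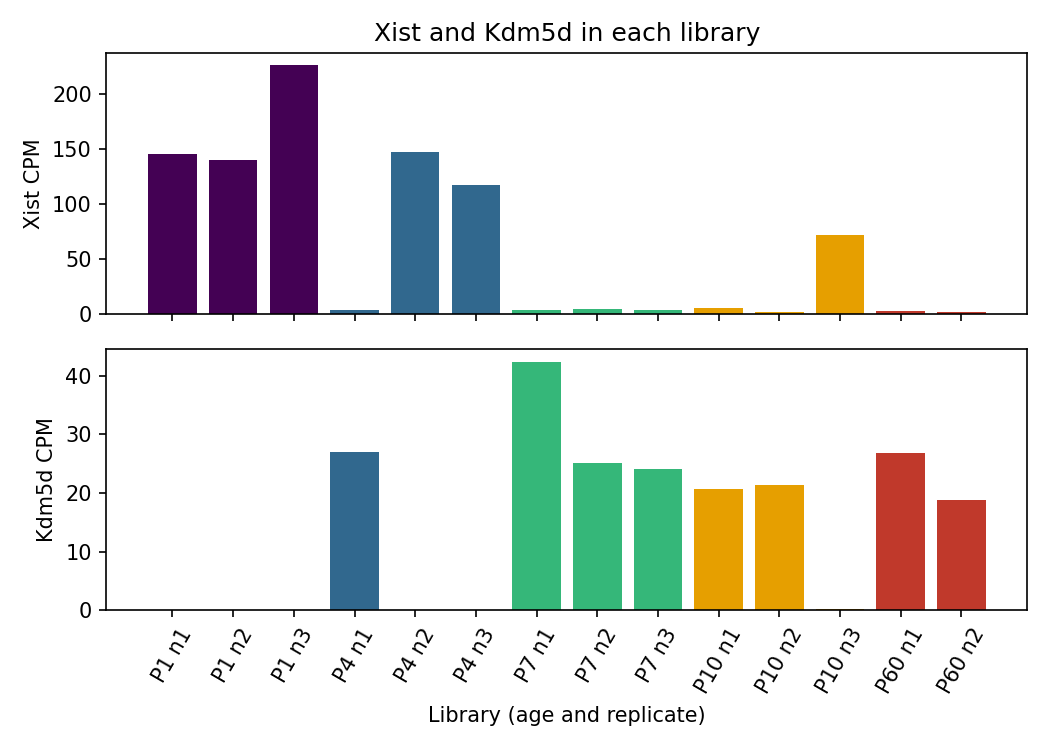
CPM of Xist (upper panel) and Kdm5d (lower panel) in each of the 14 libraries, coloured by age; each bar is 1 library. The 6 libraries with Xist at 71.6 CPM or more are those with Kdm5d at 0.193 CPM or less.

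The most abundant gene in every library was Ttr, which encodes transthyretin. Its share of the assigned counts ranged from 7.18% (exact binomial 95% interval 7.16% to 7.20%) in P1 replicate 3 to 17.5% (17.5% to 17.6%) in P10 replicate 2; these intervals cover counting error only. The mean share was 10.1% ± 2.50 (SD, n = 3) at P1, 12.2% ± 0.891 (SD, n = 3) at P4, 15.2% ± 2.08 (SD, n = 3) at P7, 12.7% ± 5.12 (SD, n = 3) at P10 and 13% ± 0.568 (SD, n = 2) at P60. The difference of 2.68 percentage points between P10 and P1 was smaller than the spread among the P10 libraries, and an exact two-sided permutation test gave p = 0.4, where 0.1 is the smallest value this design allows. Without P10 replicate 2 the difference was 0.287 percentage points and without P10 replicate 1 it was 5.38. Over the 12 libraries of P1 to P10, Pearson's r with age was 0.40 (permutation p = 0.196, adjusted 0.295) and Spearman's rho was 0.56 (permutation p = 0.0671, adjusted 0.201), with adjustment over the 3 tests of this share. Pearson's r was 0.39 without 2 of the libraries farthest from the median age, which are tied with others of the same age.

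The first principal component of the 500 most variable genes held 45.8% of the variance and placed P1 at one end and P60 at the other. The second held 19.9% and set P1 replicate 3 and P7 replicate 3 apart from the other libraries of their ages.

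**Figure D2:**
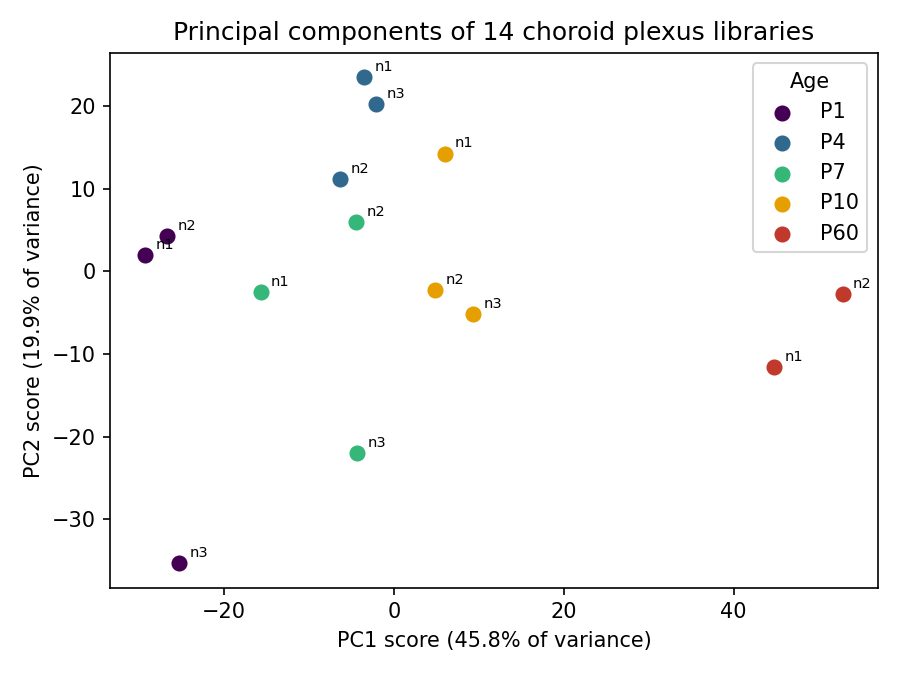
Scores of the 14 libraries on the first (45.8% of variance) and second (19.9%) principal components of log2 CPM; each point is 1 library, coloured by age and marked with its replicate number. The P60 libraries lie at the right, and P7 replicate 1 lies between the P1 libraries and the other P7 libraries on the first component.

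Whether any gene differed among the 5 ages was asked with edgeR's quasi-likelihood test, and 4606 of 14541 genes tested had a Benjamini-Hochberg adjusted p under 0.05. Leaving out P60 replicate 2 moved this count most, to 2251, and leaving out P60 replicate 1 gave 2766. Of the 4606 genes, 362 rose and 514 fell at every step from P1 to P60 by their age means. These were 19% of the genes called.

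Between neighbouring early ages few genes passed the threshold. P4 against P1 called 117 genes by edgeR, 58 higher and 59 lower at P4. This count was sensitive to the fit: it was 1603 when only the 2 ages were fitted, 1159 by DESeq2, 231 without a filter on low counts, and 10 to 52 when any single library was left out. P7 against P4 called 0 genes by edgeR, with 1448 genes at an unadjusted p under 0.05, and 39 genes by DESeq2. P10 against P7 called 1 gene by edgeR, with 1611 genes at an unadjusted p under 0.05, and 64 genes by DESeq2. That gene was Lrtm2, which fell from 72.6 CPM ± 9.38 (SD, n = 3) at P7 to 28.7 ± 1.51 (SD, n = 3) at P10, a log2 fold change of -1.34 (SE 0.18, edgeR adjusted p = 0.0282). The call was lost without any of P7 replicates 1 and 2 and P10 replicates 1, 2 and 3, with a term for Y-linked reads and with only the 2 ages fitted (adjusted p = 0.183 and 0.718), and with a term for the main axis of variation within ages over expressed genes (0.0512). On simulated counts, 25.4% of 2-fold and 74.2% of 4-fold changes were recovered for P7 against P4.

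P10 against P1 addressed change over the early window. The test called 2772 genes, 1338 higher and 1434 lower at P10, and 1526 of them changed at least 2-fold. With a term for libraries with and without Y-linked reads the count was 1699, of which 1508 were among the 2772. The count was 1280 without P1 replicate 1, 1480 without P1 replicate 2, 1607 without P10 replicate 2 and 1222 without P10 replicate 3. P60 against P10 called 2167 genes, 829 higher and 1338 lower at P60, and 1446 changed at least 2-fold. It called 1012 genes without P60 replicate 1 and 815 without P60 replicate 2. P60 against P1 called 5744 genes, 2751 higher and 2993 lower, and leaving out P60 replicate 2 gave 2988.

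**Figure D3:**
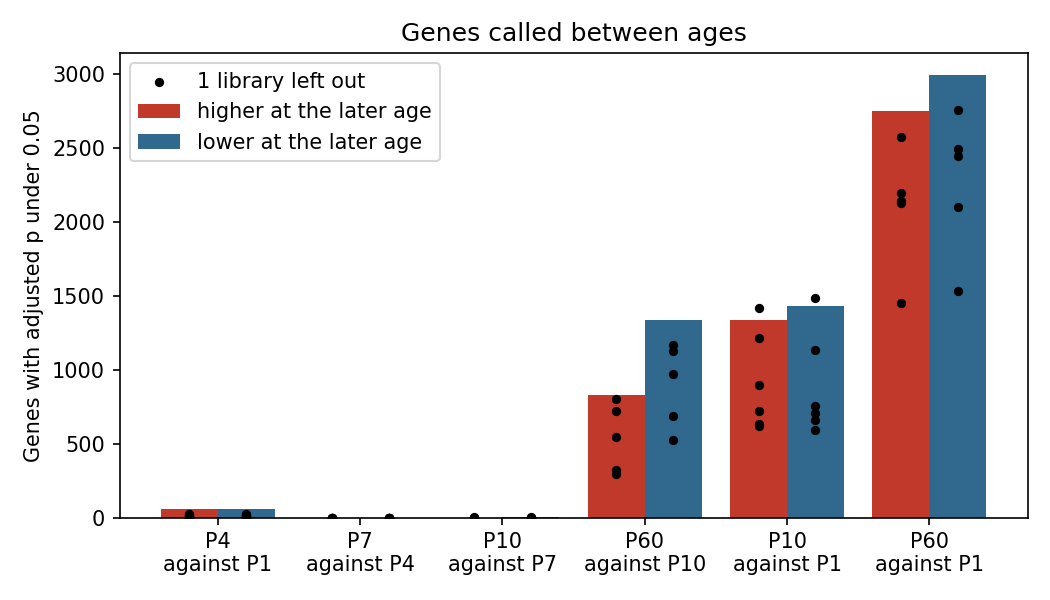
Number of genes with an edgeR adjusted p under 0.05 in each of the 6 comparisons of ages, higher (red bars) and lower (blue bars) at the later age; black points give the number with 1 library left out in turn. P7 against P4 has 0 genes and P60 against P1 has 5744.

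Within the 12 libraries of P1 to P10, 761 of 13843 genes differed among the 4 ages and 1806 followed a linear trend with age in days, 766 rising and 1040 falling. Leaving out P7 replicate 1 raised these counts to 1850 and 2983. Leaving out any P4 library lowered the first count, to 491, 468 and 421 for replicates 1, 2 and 3. Leaving out P1 replicate 1 lowered them to 226 and 738, P1 replicate 2 to 293 and 841, P1 replicate 3 to 423 and 1103, P10 replicate 2 to 355 and 778, and P10 replicate 3 to 374 and 999. Among genes that met a fixed rule on level and naming, the largest rising slopes were those of Adipoq, at 0.44 log2 units per day (SE 0.03, edgeR adjusted p = 9.93e-06), and Dpt, at 0.41 (SE 0.08, adjusted p = 0.00666). The largest falling slopes were those of Tph1 and Tfap2b. Tph1 had a slope of -0.83 (SE 0.23, edgeR adjusted p = 0.0361) that rested on P1 replicate 3, without which it was 0.18 (adjusted p = 0.412); its call was also lost without P7 replicates 2 or 3 or P10 replicates 2 or 3, with adjusted p of 0.0604, 0.0508, 0.0916 and 0.0786, with a term for Y-linked reads (0.304), with no filter (0.0846), with a term for the replicate number (0.198) and with the within-age axis over all tested genes (0.0591). Tfap2b had a slope of -0.48 (SE 0.11, adjusted p = 0.0135), and its mean at P1 was 26.2 CPM ± 36.2 (SD, n = 3); without P1 replicate 3 the slope was -0.20 (adjusted p = 0.0429), and with a term for Y-linked reads it was -0.47 and not called (adjusted p = 0.128).

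The genes named for single comparisons are the extremes among those that met a fixed rule on level, overlap and naming. For P4 against P1, the largest rises were in Dpt, from 1.37 CPM ± 0.154 to 13.3 ± 7.12 (SD, n = 3 each), and in Matn2. The largest falls were in Draxin, from 10.7 CPM ± 3.63 to 1.52 ± 0.105 (SD, n = 3 each), and in Nkain1. Their log2 fold changes were 3.25 (SE 0.47), 2.25 (SE 0.40), -2.81 (SE 0.48) and -2.71 (SE 0.58), with edgeR adjusted p of 0.00771, 0.0256, 0.0193 and 0.0469. Each call was lost when at least 1 library was left out; that of Dpt was lost only without P1 replicate 1 among the alternatives, with adjusted p = 0.0525. The call of Matn2 was lost without any 1 of the 6 libraries and with the within-age axis over expressed genes (adjusted p = 0.0707), that of Draxin without P1 replicate 1 or any P4 replicate, and that of Nkain1 without P1 replicates 1 or 3 or any P4 replicate. The call of Nkain1 was also lost with DESeq2's size factors (adjusted p = 0.0515), no filter (0.075) and a term for Y-linked reads (0.0622).

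For P10 against P1, the largest rises were in Dpt (log2 fold change 4.58, SE 0.47, edgeR adjusted p = 9.49e-05), Reck (4.08, SE 1.11, adjusted p = 0.0268) and Bnip3 (4.00, SE 1.07, adjusted p = 0.0242). Without P10 replicate 3 the rises of Reck and Bnip3 were 2.01 (adjusted p = 0.127) and 1.87 (adjusted p = 0.101). Both calls were also lost without P1 replicate 1 or 2 (adjusted p of 0.0873 and 0.078 for Reck, 0.0832 and 0.0787 for Bnip3), and that of Reck without P1 replicate 3 (0.0532). With the within-age axis over expressed genes the rises were 1.15 (adjusted p = 0.495) and 1.25 (0.425), and with no filter the adjusted p was 0.0694 and 0.0673. The call of Reck was also lost with the axis over all tested genes (2.75, adjusted p = 0.0612), and that of Bnip3 with only the 2 ages fitted (0.0555). Among the largest falls were those of Tfap2b (-4.22, SE 1.01, adjusted p = 0.0154) and Sox3 (-3.62, SE 0.19, adjusted p = 2.11e-07). The fall of Tfap2b was 1.93 on the log2 scale without P1 replicate 3, and its call was lost without P10 replicate 2 (adjusted p = 0.0559) or 3 (0.0662), with the within-age axis over expressed genes (0.0572) and with only the 2 ages fitted (0.0506). Sox3 fell from 72.1 CPM ± 8.71 at P1 to 5.85 ± 0.206 at P10 (SD, n = 3 each), and its call held under all 16 alternatives, as did that of Dpt.

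For P60 against P10, the largest rises were in Nphs1 (log2 fold change 5.98, SE 0.85, edgeR adjusted p = 0.000424), Scgb1c1 (4.79, SE 0.62, adjusted p = 0.000317) and Cox8b (4.44, SE 0.44, adjusted p = 2.16e-05). The largest falls were in Alox15 (-5.29, SE 1.5, adjusted p = 0.0341), Mki67 (-5.14, SE 0.36, adjusted p = 1.29e-06) and Col26a1 (-5.14, SE 0.34, adjusted p = 8.9e-07). The call of Alox15 was lost without any 1 of the 5 libraries compared, with no filter (adjusted p = 0.102) and with the within-age axis over expressed genes (0.0606), while those of the other 5 genes held under all 15 alternatives. For P60 against P1, H19 was among the largest falls (-7.44, SE 0.62, edgeR adjusted p = 1.46e-06); the largest rises were the sex-linked rows Kdm5d and Ddx3. The row Ddx3 was matched as an older symbol of the Y-linked gene Ddx3y, whose own row had at most 2 counts in any library; the annotation behind the files is not given, so this match is uncertain. The calls of both rows were lost with a term for Y-linked reads and under several other alternatives.

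Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01. For P10 against P1, 9 of 24 lists passed an adjusted p of 0.05, 6 higher and 3 lower at P10. The 6 higher lists were oxidative phosphorylation (median log2 fold change 0.58, adjusted p = 1.11e-08), choroid plexus epithelium (0.51, adjusted p = 4.79e-06), MHC class II presentation (1.74, adjusted p = 7.46e-06), MHC class I presentation (0.91, adjusted p = 0.000426), macrophage (0.47, adjusted p = 0.00651) and innate defence and complement (0.44, adjusted p = 0.0246). The 3 lower lists were cell division (-0.59, adjusted p = 4.68e-06), motile cilium (-0.59, adjusted p = 0.00298) and imprinted growth genes (-0.92, adjusted p = 0.00403). Of these 9 calls, 7 also passed under fry, all but macrophage (adjusted p = 0.0667) and motile cilium (0.0756). With a correlation estimated per list only choroid plexus epithelium passed (adjusted p = 0.0394). The call of motile cilium was lost without P1 replicate 1 (median -0.39, adjusted p = 0.0555) and with the within-age axis over expressed genes (-0.23, 0.220). That of innate defence and complement was lost with the stricter filter (adjusted p = 0.20), with a term for Y-linked reads (0.0643) and with the within-age axis over expressed genes (median 0.20, adjusted p = 0.0661), and that of imprinted growth genes with the stricter filter (0.0531).

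For P60 against P10, 14 of 24 lists passed, 8 higher and 6 lower at P60. The 8 higher lists were MHC class II presentation (median log2 fold change 2.88, camera adjusted p = 5.48e-09), oligodendrocyte and myelin (1.45, 3.11e-05), xenobiotic and organic anion transport (0.73, 0.000817), MHC class I presentation (0.63, 0.00166), interferon response (0.62, 0.00334), sterol synthesis (0.46, 0.00720), choroid plexus epithelium (0.34, 0.0246) and oxidative phosphorylation (0.20, 0.0275). The 6 lower lists were cell division (-2.70, 3.34e-43), fibroblast and extracellular matrix (-1.41, 1.06e-19), endothelium (-1.04, 2.68e-09), mural cell (-1.46, 3.11e-05), erythrocyte (-2.04, 0.0223) and motile cilium (-0.25, 0.0246). Under fry 12 of the 14 passed, all but erythrocyte (adjusted p = 0.163) and motile cilium (0.129). With an estimated correlation 6 passed, namely cell division, MHC class II presentation, interferon response, fibroblast and extracellular matrix, endothelium and mural cell. The median of xenobiotic and organic anion transport was 0.36 without P60 replicate 1, and that of choroid plexus epithelium 0.22 without P60 replicate 2, both still called, but the call of choroid plexus epithelium was lost with a term for the replicate number (0.33, adjusted p = 0.0625). The call of oxidative phosphorylation was lost without P10 replicate 3 (median 0.11, adjusted p = 0.101). That of motile cilium was lost without P10 replicate 1 (-0.18, 0.0867) or P60 replicate 1 (-0.19, 0.0817) and with the within-age axis over all tested genes (-0.23, 0.0638) or over expressed genes (-0.23, 0.0738), and its median was -0.41 without P60 replicate 2. That of erythrocyte was lost with the axis over expressed genes (-1.84, 0.0596).

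The other 15 lists did not pass for P10 against P1. Their median log2 fold changes were 0.21 for interferon response (camera adjusted p = 0.0622, fry 0.00141), 0.42 for mural cell (0.116, fry 0.00220), 0.17 for sterol synthesis (0.201, fry 0.0276), 0.20 for circadian clock (0.157), 0.13 for cytoplasmic ribosomal protein (0.360), 0.04 for tight and adherens junction (0.321), 0.25 for oligodendrocyte and myelin (0.286), 0.25 for immediate early (0.408), 0.16 for the T, B and NK cell list of 3 tested genes (0.434), -0.11 for fibroblast and extracellular matrix (0.814), -0.27 for astrocyte (0.434), -0.77 for erythrocyte (0.564) and -0.94 for neuron (0.358). For xenobiotic and organic anion transport the median was 0.16 and the mean -0.04 (0.129), and for endothelium the median was 0.08 and the mean -0.32, the direction of its test (0.50). With 1 library left out, interferon response was called without P10 replicate 3 (0.20, adjusted p = 0.0384), and erythrocyte and neuron without P1 replicate 1 (-1.17, 0.0367 and -1.28, 0.0416). Medians changed sign for erythrocyte without P1 replicate 2 (0.62), for neuron and fibroblast and extracellular matrix without P1 replicate 3 (0.73 and 0.0708), for oligodendrocyte and myelin without P10 replicate 2 (-0.0671), and for endothelium without P1 replicates 2 or 3 or P10 replicates 2 or 3 (-0.0165, -0.0464, -0.00777 and -0.0649). These medians of lists not called are thus uncertain in size and some in direction.

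The other 10 lists did not pass for P60 against P10. Their median log2 fold changes were -0.38 for macrophage (camera adjusted p = 0.150), -0.76 for T, B and NK cell (0.295, fry 0.0182), 0.15 for innate defence and complement (0.222), 0.10 for tight and adherens junction (0.639), -0.25 for imprinted growth genes (0.222), -0.29 for cytoplasmic ribosomal protein (0.0971, fry 0.0398), -0.45 for neuron (0.552), 0.31 for astrocyte (0.114), -0.44 for circadian clock (0.122, fry 0.0234) and -0.24 for immediate early (0.295). With 1 library left out, macrophage was called without P60 replicate 1 (-0.88, adjusted p = 0.00383), while it was at -0.12 without P60 replicate 2, and astrocyte was called without P10 replicate 2 (0.47, 0.0278) or P60 replicate 2 (0.57, 0.0193). Medians changed sign without P10 replicate 1 for imprinted growth genes (0.19) and innate defence and complement (-0.0530), without P10 replicate 2 for tight and adherens junction (-0.0117) and without P10 replicate 3 for neuron (0.0985).

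**Figure D4:**
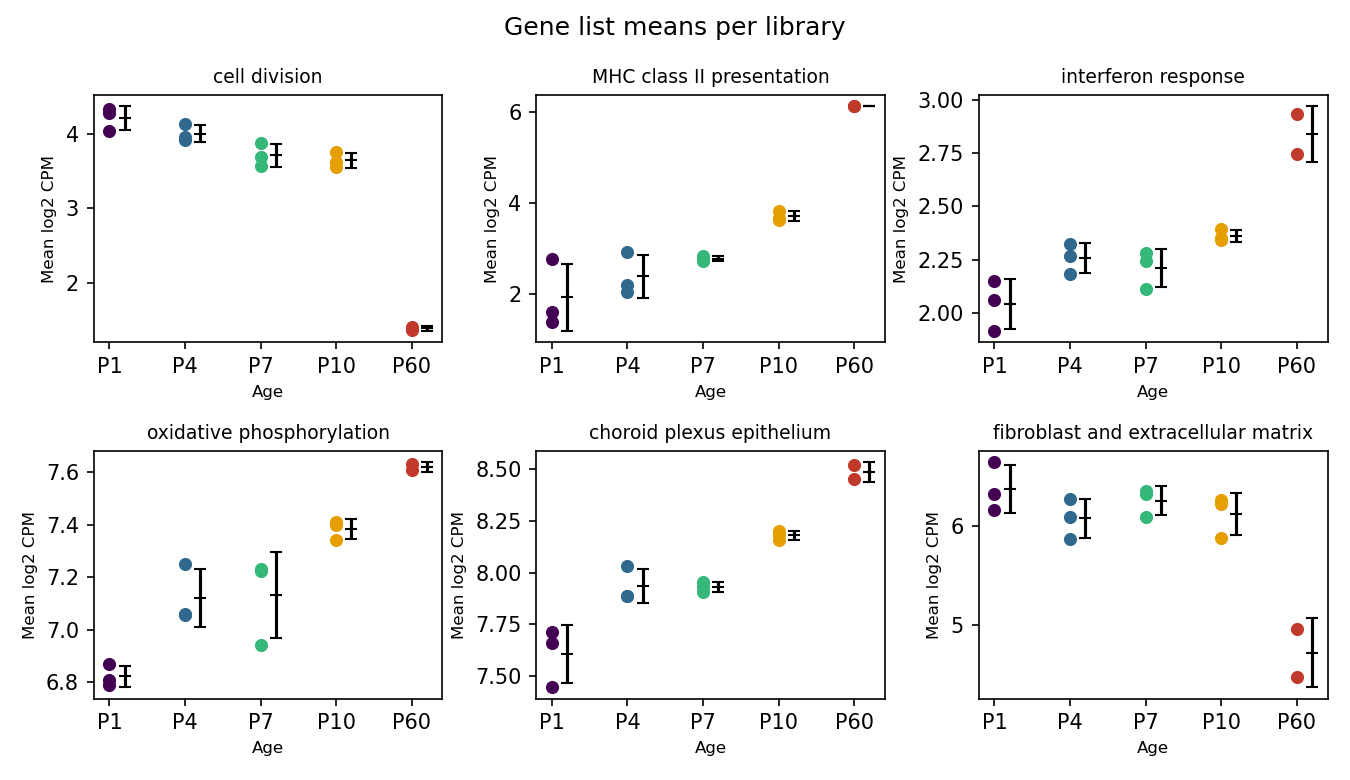
Mean log2 CPM of 6 gene lists in each library (points, coloured by age) with the mean and SD of each age (black bars beside the points); n = 3 per age and 2 at P60. Each panel has its own vertical axis, and the cell division list lies at 1.38 at P60 against 4.22 at P1.

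Counts of single genes within the lists were obtained with edgeR over all genes tested and, separately, adjusted over the list alone. In the cell division list 16 of 34 genes fell between P1 and P10, 17 adjusted over the list alone, and 26 of 34 fell between P10 and P60, 27 adjusted over the list alone. In the MHC class II list 4 of 5 genes rose between P1 and P10, 5 adjusted over the list alone, and 4 rose between P10 and P60, 4 adjusted over the list alone. In the interferon response list 6 of 28 genes rose between P1 and P10, 6 adjusted over the list alone, and 7 rose between P10 and P60, where 8 rose and 1 fell adjusted over the list alone. In the oxidative phosphorylation list 17 of 35 genes rose between P1 and P10, 23 adjusted over the list alone.

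Among genes chosen in advance, Mki67 fell from 28 CPM ± 2.91 at P1 to 11.3 ± 1.66 at P10 (SD, n = 3 each) and 0.306 ± 0.139 at P60 (SD, n = 2). Cd74 rose from 3.51 CPM ± 1.91 at P1 to 11.8 ± 1.76 at P10 (SD, n = 3 each) and 69 ± 4.71 at P60 (SD, n = 2), with log2 fold changes of 1.74 (SE 0.35, edgeR adjusted p = 0.00543) and 2.55 (SE 0.35, adjusted p = 0.000214). Igf2 rose between P1 and P10 by 1.31 (SE 0.21, edgeR adjusted p = 0.00156), while the imprinted growth list as a whole fell. Top2a fell by 1.59 and then by 3.79 on the log2 scale (edgeR adjusted p = 0.00156 and 1.68e-05).

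Between P10 and P60, Plvap fell by 2.33 (SE 0.22, edgeR adjusted p = 1.12e-05), Lyve1 by 2.46 (SE 0.40, adjusted p = 0.000951), Col1a1 by 1.97 (SE 0.37, adjusted p = 0.00281), Dbp by 1.19 (SE 0.23, adjusted p = 0.00271) and Cldn1 by 0.74 (SE 0.18, adjusted p = 0.0115) on the log2 scale. The call of Cldn1 was lost without either P60 replicate. Mbp rose by 3.09 (SE 0.75, adjusted p = 0.0169) between P1 and P10 and by 2.88 (SE 0.71, adjusted p = 0.0182) between P10 and P60. The P10 level rested on replicate 2, at 57.2 CPM against 6.79 and 10.7 in replicates 1 and 3; without it the rises were 1.57 (adjusted p = 0.0426) and 4.39 (adjusted p = 0.000124). The first call was lost without P1 replicates 1 or 2 and with a term for Y-linked reads (adjusted p = 0.103) or the within-age axis over expressed genes (0.150), and the second without P10 replicate 3 or either P60 replicate, with no filter (0.0608) and with only the 2 ages fitted (0.0929). Ttr, C1qa, Foxj1, Aqp1, Cldn2, Hbb and Fos were called in neither P10 against P1 nor P60 against P10; for Cldn2 at P60 the log2 fold change was 1.11 (SE 0.37, edgeR adjusted p = 0.0564). With 1 library left out, Ttr was called for P10 against P1 without P10 replicate 1 (0.85, adjusted p = 0.0324) and Aqp1 without P1 replicate 3 (-0.59, 0.0478). Opalin, of the myelin list, was at 0 counts in all P10 libraries and at 3.37 CPM at P60, at least 11.1-fold above a floor of 3 counts per library. Genes of the RT1 complex and the globins have near-identical copies, and their counts are uncertain.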

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

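The terms for Y-linked reads and for the main axis of variation within ages, and the alternative settings of the principal components, were chosen after the data were seen. Both terms come from the same counts that were tested, so their results are partly circular. The term for the axis also differs between ages. Calls lost or values reduced with it thus do not show dependence on variation within ages alone. Where no cause is given below, the cause was not tested.

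Leaving out 1 library lowers the number of samples, and a lone P60 library was assumed to vary like the other groups. The range of genes called was then 10 to 52 for P4 against P1 (main value 117), 0 to 9 for P10 against P7 (1), 815 to 1926 for P60 against P10 (2167), 1222 to 2906 for P10 against P1 (2772) and 2988 to 5333 for P60 against P1 (5744). It was 2251 to 5510 for the 5 ages (4606), 226 to 1850 for any difference among P1 to P10 (761) and 738 to 2983 for the linear trend (1806). The lowest values of the comparisons with P60 came without P60 replicate 2, those of the joint test and the trend over P1 to P10 without P1 replicate 1, and the highest values of these 2 tests without P7 replicate 1. P7 against P4 stayed at 0 whichever library was left out.

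Among the other alternatives, P4 against P1 called 231 genes with no filter, 189 with the term for Y-linked reads, 1122 with the axis over all tested genes, 1159 by DESeq2 and 1603 with only the 2 ages in the fit. P7 against P4 called 1 gene with that axis and 39 by DESeq2. P10 against P7 called 11 with no filter, 12 with the axis over all tested genes, 64 by DESeq2, and 0 with the term for Y-linked reads, with the axis over expressed genes and with only the 2 ages. P10 against P1 called 1699 with the term for Y-linked reads, 1508 of them shared with the 2772, and 1132 with the axis over expressed genes, 888 of them shared; with the axis over all tested genes it called 2738. Any difference among P1 to P10 gave 285 genes with the term for Y-linked reads, 1630 with the axis over all tested genes and 2291 by DESeq2. The linear trend gave 645 with the term for Y-linked reads. DESeq2's size factors, the stricter filter and thinning to the smallest total kept every count of genes within 1.5 times its main value.

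With camera and an estimated correlation, 1 list was called for P10 against P1 and 6 for P60 against P10, fewer than with the preset correlation of 0.01. The other alternatives kept both counts of lists within 1.5 times.

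Replicate numbers recur across ages, so a fit with the number as a replicate block was also made. Deviations from the age means of same-numbered libraries had a median correlation of 0.09, from -0.17 to 0.45 over 26 pairs, and 10 of them were above 0.1. Pairs with different numbers had a median of -0.06, and 11 of 52 were above 0.1. Deviations within an age cancel out, so higher values for same-numbered pairs force lower ones for the others, and the pairs share libraries. The difference between the medians was not tested. Same-numbered libraries tended to be somewhat more alike, but not in every pair. No label says what a number stands for, so the numbers were not taken to pair the animals. A shared factor behind them is not excluded. With the block, P4 against P1 called 1031 genes, P10 against P7 called 15 and any difference among P1 to P10 gave 1600; the median of the neuron list in P60 against P10 was 0.0898 and the log2 fold change of Foxj1 was 0.0173. The call of choroid plexus epithelium in P60 against P10 was lost with the block (adjusted p = 0.0625), and so was that of the slope of Tph1 (0.198).

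Of 103 results of named genes, 83 were called, of which 40 kept their call under every alternative run and 43 lost it under at least 1; 20 were not called. DESeq2 gave no adjusted p for 3 results of named genes. Over all alternatives, results of named genes kept direction and side of the threshold 1361 times, fell below it 201 times, rose past it 12 times and changed sign 19 times. Single lists did so 664, 33, 24 and 21 times.

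Changes of sign occurred in results that were not called, apart from the slope of Tph1, which ranged from -1.24 to 0.18 with 1 library left out and was positive without P1 replicate 3. For P10 against P1, log2 fold changes with 1 library left out ranged from -0.50 to 0.11 for Lyve1, -0.10 to 0.49 for Col1a1, -0.15 to 0.15 for Cldn1, -0.20 to 0.0298 for Dbp and -0.61 to 0.0820 for Fos. For P60 against P10 they ranged from -0.17 to 0.49 for Ttr, -0.81 to 0.25 for Foxj1 and -0.995 to 0.00236 for Hbb. With the term for Y-linked reads, P10 against P1 gave 0.0156 for Lyve1 and 0.00234 for Cldn1. With the same term, P60 against P10 gave 0.0570 for Foxj1. With the axis over expressed genes, P10 against P1 gave 0.00552 for Cldn1 and 0.0478 for Fos.

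Among named genes not called for P10 against P1, Foxj1 was called with the replicate block (adjusted p = 0.0176), by DESeq2 (0.0479) and with only the 2 ages (0.0362), and Aqp1 with the block (0.0458), by DESeq2 (0.0459) and without P1 replicate 3 (0.0478). Cldn2 was called for P60 against P10 with the block (0.0337), with the axis over all tested genes (0.0460), by DESeq2 (0.0219) and with only the 2 ages (0.0229), and Foxj1 with the axis over expressed genes (-0.54, 0.0166).

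List medians for P10 against P1 with 1 library left out ranged from -0.14 to 0.0708 for fibroblast and extracellular matrix, -0.0649 to 0.0393 for endothelium, -1.17 to 0.62 for erythrocyte, -1.58 to 0.73 for neuron and -0.0671 to 0.45 for oligodendrocyte and myelin. Without a change of sign they ranged from 0.0413 to 0.45 for immediate early, 0.0604 to 0.36 for T, B and NK cell, 0.0175 to 0.16 for cytoplasmic ribosomal protein, 0.0189 to 0.22 for xenobiotic and organic anion transport, -0.46 to -0.0725 for astrocyte, 0.0497 to 0.12 for tight and adherens junction, 0.14 to 0.34 for circadian clock, 0.13 to 0.22 for interferon response and 0.12 to 0.25 for sterol synthesis. The lowest values of the first 4 came without P1 replicate 1, P10 replicate 2, P10 replicate 1 and P10 replicate 3. The positive values of erythrocyte and neuron came without P1 replicate 2 and P1 replicate 3. For P60 against P10 they ranged from -0.0530 to 0.27 for innate defence and complement, -0.0117 to 0.20 for tight and adherens junction, -0.77 to 0.19 for imprinted growth genes and -0.82 to 0.10 for neuron. Without a change of sign they ranged from -0.88 to -0.12 for macrophage, 0.31 to 0.65 for astrocyte, -0.33 to -0.0920 for immediate early, -0.85 to -0.50 for T, B and NK cell and -0.37 to -0.16 for cytoplasmic ribosomal protein. With the term for Y-linked reads the median was 0.0120 for neuron in P60 against P10 and -0.0495 for endothelium in P10 against P1. With the axis over all tested genes, P10 against P1 gave -0.0254 for tight and adherens junction and -0.0664 for endothelium. With the axis over expressed genes it gave -0.0630 for tight and adherens junction, -0.00797 for xenobiotic and organic anion transport, -0.0332 for endothelium and -0.0350 for immediate early. With that axis the medians of called lists in P10 against P1 were -0.23 for motile cilium and 0.20 for innate defence and complement, both no longer called (adjusted p = 0.220 and 0.0661), and 0.73 for macrophage and 0.58 for MHC class I presentation, both still called. With the axis over all tested genes motile cilium was at -0.32 in P10 against P1, still called.

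Lists not called were called under some alternatives besides single libraries left out and fry. For P10 against P1 these were interferon response with no filter (adjusted p = 0.0266), the stricter filter (0.0303), thinning (0.0489) and the axis over all tested genes (0.0448), mural cell with no filter (0.0206) and with either axis (0.0141 and 0.00267), neuron with either axis (0.00239 and 0.00118) and sterol synthesis with no filter (0.0420). Those of P60 against P10 were macrophage with the stricter filter (0.0461) and cytoplasmic ribosomal protein with no filter (0.00919).

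The first principal component held 44.4% of the variance with a larger set of variable genes and 46.0% with DESeq2's size factors. The share of genes monotone over the 5 ages ranged from 15.1% to 25.1% with 1 library left out. On simulated counts with 200 changed genes, 1.5-fold changes were recovered in at most 5.97% of genes for any test. The adjusted threshold depends on how many genes change, so this share does not carry over to the comparisons with more calls.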

Other observations

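The tests of sex-linked reads, of the place of P7 replicate 1, of deviations within ages and of reads aligned to several places were chosen after the result was seen.

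In 6 libraries Y-linked reads were nearly absent, although the extraction protocol describes the animals as male. At the lowest rate seen in the other libraries, at least 225 counts of Kdm5d and Eif2s3y were expected in each, against 0 to 3 seen, which argues against low depth. The lowest Xist level in these 6 libraries was 13.9 times the highest in the other 8. This could come from female animals under a protocol that names males. The protocol describes the animals as male and no title gives a sex, so a swap of labels among libraries would not remove this mismatch. Whether each animal was sexed is not given in the sources used here. Whether ages were swapped was not tested. Tissue pooled from animals of both sexes would carry both Xist and Y-linked reads. The 0 to 3 Y-linked counts argue against such pools in these 6 libraries. In the other 8, Xist at 1.89 to 5.17 CPM, against 71.6 to 226 in the 6, argues against them too. Pools of animals of the same sex, or with a small share of the other, were not tested. Between P10 and P1, 1508 genes were called both with and without a term for Y-linked reads. A sex effect of equal size at every age thus does not account for the whole difference between P10 and P1. Only P4 and P10 hold libraries of both kinds, so the effect was estimated there and carried to P1. A sex effect particular to P1 cannot be told apart from age. How much of the drop in calls is due to sex or to the loss of precision from the added term was not tested.

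P7 replicate 1 lay nearer to P1 than the other P7 libraries did. Its correlation over genes was 0.966, 0.963 and 0.935 with P1 replicates 1, 2 and 3, and 0.952 and 0.947 with P7 replicates 2 and 3, so it was not closer to every P1 library than to its own age; genes are not independent replicates. On an axis from the P1 mean at 0 to the P10 mean at 1, over the 2772 genes called between these ages, it lay at 0.343. The P1 libraries lay at -0.03 to 0.09, the lowest P4 library at 0.623 and the other P7 libraries at 0.67 and 0.77. With the genes called and the end points chosen without the library placed, it lay at 0.264 and the P1 libraries at 0.0938, 0.209 and 0.258, over numbers of genes that differed from library to library. Over sets of equal size, the 200 genes of lowest p chosen in the same way, it lay nearer to P10 than to P1 in 39% of genes, against 2.5%, 3.5% and 19.5% for P1 replicates 1, 2 and 3. Over 100 and 500 genes it did so in 43% and 33.8%, against at most 18% and 20.2% for a P1 library. This argues against a P1 library under a P7 label. With all libraries thinned to the total of P7 replicate 1, the smallest, the lower of the other P7 libraries still lay at 0.669, which argues against library size. Over the 200 genes its median position was 0.415, between the P1 libraries (at most 0.176) and the P4 libraries (at least 0.482). Some values lay past P4, such as a mean log2 CPM of the cell division list of 3.57, against 3.93 to 4.13 at P4. A wrong label of an age between P1 and P4, slower development of 1 animal and other differences in handling cannot be told apart, since its genes lay both short of P4 and past it and no label bears on them.

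Other groupings of the same libraries were tried. The real split was the 1 of 10 with as many genes for P4 against P1 (117, highest other 0) and for P10 against P1 (2772, highest other 0). For P10 against P7, 2 of 10 splits gave as many as the real one, and the highest other gave 314; it put P7 replicates 1 and 3 with P10 replicate 1. The real split is always counted, so 10 splits can give no share below 1 of 10. They could thus not exclude chance for any of these 3 comparisons whatever the data, and nothing is concluded from them. For P7 against P4 the real split called 0 genes (highest other 0), a number that all 10 of 10 splits reach whatever the data, so the splits test nothing there. For any difference among P1 to P10, the real assignment was the 1 of 100 with as many genes (761, highest other 16), and chance can be excluded at that level. For the linear trend, 2 of 100 gave as many, and the other gave 2223 against 1806; it placed P7 replicate 1 with P1 replicates 1 and 3.

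Erythrocyte genes varied among libraries of one age. Within-age deviations of globins and of the other erythrocyte genes had r = 0.94 and rho = 0.94 over 14 libraries (permutation p = 0.00464, adjusted 0.0477 over 11 relations), and r = 0.89 without the 2 farthest libraries. This is consistent with RNA of blood cells in some libraries. Between P10 and P1 the erythrocyte list was not called (median -0.77, camera adjusted p = 0.564), but it was without P1 replicate 1 (-1.17, 0.0367), and the median was 0.62 without P1 replicate 2, so whether residual blood differed between these ages cannot be told apart from chance.

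Neuron genes also varied within ages. Their deviations went with those of astrocyte genes (r = 0.80, rho = 0.78, permutation p = 0.00867, adjusted 0.0477, r = 0.68 without the 2 farthest libraries), but not clearly with those of myelin genes (r = 0.23, rho = 0.18, permutation p = 0.493, adjusted 0.775). The myelin list was low in every library of P1 to P7 (mean log2 CPM 0.74 to 1.51), so its relation could decide little there. P1 replicate 3 and P7 replicate 3, set apart on the second principal component, had the highest neuron means of their ages (4.99 and 4.51). A relation that does not pass the threshold does not show that the lists moved apart, so brain tissue taken along at dissection was neither shown nor excluded. Between P10 and P60 the neuron list had a median of -0.45 (0.0985 without P10 replicate 3) while the myelin list rose by 1.45, and a rise of brain tissue as a whole cannot be told apart from changes within the choroid plexus.

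The 2 arms of the circadian clock moved in opposite directions between P10 and P60. The mean log2 fold change of Arntl and Npas2 minus that of Dbp, Per1, Per2, Per3 and Nr1d1 was 3.17. Both genes of the first arm were called higher and 3 of 5 of the second lower; Per1 (-0.75) and Nr1d1 (0.18) were not called. A difference in the time of day at dissection is a candidate explanation, and maturation of the clock with age stays open, since no label gives the hour.

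The list of immediate early genes, which can respond to anaesthesia or to time before freezing, was not called between P10 and P60 (camera adjusted p = 0.295). Of its 16 genes 1 was called, Nr4a2, at -0.80 (edgeR adjusted p = 0.0385); its call was lost without P10 replicates 1 or 2 or P60 replicate 1, the last giving -0.51 (adjusted p = 0.321), with all libraries thinned to the smallest total (0.0735) and with only the 2 ages fitted (0.0896). This does not show that handling was equal.

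The lowest share of reads aligned to several places at P1 was 7.67 percentage points above the highest at any other age. A batch of library preparation could cause this, and so could the RNA of P1 tissue; no label gives a batch, and the 2 cannot be told apart. Within ages, no relation between the main axis of variation and the read tallies or depth passed the threshold (adjusted p from 0.775 to 0.868).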
